# Evidence for tankyrases as antineoplastic targets in lung cancer

**DOI:** 10.1186/1471-2407-13-211

**Published:** 2013-04-28

**Authors:** Alexander M Busch, Kevin C Johnson, Radu V Stan, Aarti Sanglikar, Yashi Ahmed, Ethan Dmitrovsky, Sarah J Freemantle

**Keywords:** Lung cancer, Wnt pathway, Tankyrase inhibitors, TNKS, TNKS2

## Abstract

**Background:**

New pharmacologic targets are urgently needed to treat or prevent lung cancer, the most common cause of cancer death for men and women. This study identified one such target. This is the canonical Wnt signaling pathway, which is deregulated in cancers, including those lacking *adenomatous polyposis coli* or *β-catenin* mutations. Two poly-ADP-ribose polymerase (PARP) enzymes regulate canonical Wnt activity: tankyrase (TNKS) 1 and TNKS2. These enzymes poly-ADP-ribosylate (PARsylate) and destabilize axin, a key component of the β-catenin phosphorylation complex.

**Methods:**

This study used comprehensive gene profiles to uncover deregulation of the Wnt pathway in murine transgenic and human lung cancers, relative to normal lung. Antineoplastic consequences of genetic and pharmacologic targeting of TNKS in murine and human lung cancer cell lines were explored, and validated *in vivo* in mice by implantation of murine transgenic lung cancer cells engineered with reduced TNKS expression relative to controls.

**Results:**

Microarray analyses comparing Wnt pathway members in malignant versus normal tissues of a murine transgenic cyclin E lung cancer model revealed deregulation of Wnt pathway components, including TNKS1 and TNKS2. Real-time PCR assays independently confirmed these results in paired normal-malignant murine and human lung tissues. Individual treatments of a panel of human and murine lung cancer cell lines with the TNKS inhibitors XAV939 and IWR-1 dose-dependently repressed cell growth and increased cellular axin 1 and tankyrase levels. These inhibitors also repressed expression of a Wnt-responsive luciferase construct, implicating the Wnt pathway in conferring these antineoplastic effects. Individual or combined knockdown of TNKS1 and TNKS2 with siRNAs or shRNAs reduced lung cancer cell growth, stabilized axin, and repressed tumor formation in murine xenograft and syngeneic lung cancer models.

**Conclusions:**

Findings reported here uncovered deregulation of specific components of the Wnt pathway in both human and murine lung cancer models. Repressing TNKS activity through either genetic or pharmacological approaches antagonized canonical Wnt signaling, reduced murine and human lung cancer cell line growth, and decreased tumor formation in mouse models. Taken together, these findings implicate the use of TNKS inhibitors to target the Wnt pathway to combat lung cancer.

## Background

Lung cancer is the leading cause of cancer mortality for men and women [1,2]. Despite smoking prevention and cessation programs [3] and advances in early detection [4], the 5-year survival rate for lung cancer is only 16% with current therapies [1]. Although lung cancer incidence rates have recently declined in the United States [1], more lung cancer is now diagnosed when considered together in former- and never-smokers than in current smokers [5]. Thus, even if all of the national anti-smoking campaign goals are met, lung cancer will remain a major public health problem for decades. New ways to treat or prevent lung cancer are therefore needed.

One potential therapeutic target for lung cancer is the Wnt signaling pathway [6-9]. The canonical Wnt signaling pathway in mammals consists of a family of secreted lipid-modified Wnt protein ligands that bind to a family of 7-pass transmembrane Frizzled (Fzd) receptors, as reviewed [10]. In brief, in the absence of ligand, glycogen synthase kinase-3 (GSK3), in complex with axin and adenomatous polyposis coli (APC), constitutively phosphorylates β-catenin, the primary Wnt signaling effector, targeting it for ubiquitination and proteasomal destruction. Ligand binding engages a pathway involving Dishevelled (Dvl) that inhibits GSK3, allowing β-catenin to accumulate in a hypophosphorylated form. This stabilized form of β-catenin can translocate to the nucleus, where it activates target gene transcription by complexing with T cell factor (TCF) and lymphoid enhancer-binding factor (LEF). In addition to key mediators of embryonic development, these target genes include critical growth-regulators such as *myc* and *cyclin D1*[11,12].

Aberrant Wnt signaling due to mutations in *β-catenin* or *APC* drives deregulated growth in both familial [13] and non-hereditary colorectal cancers [14,15]. However, non-small cell lung cancers (NSCLC), the most common type of lung cancer, rarely harbor *APC* or *β-catenin* mutations [16]. Rather, aberrant Wnt activity in lung cancer is linked to increased expression of upstream Wnt signaling effectors such as Dvl [17] or decreased expression of Wnt antagonists such as Wnt-inhibitory factor 1 (Wif-1) [18,19].

Effective pharmacological inhibitors of the Wnt pathway have only recently become available. Screens for small-molecule antagonists of the Wnt pathway [20,21] found two enzymes to be key mediators of Wnt signaling. These are poly-ADP-ribose polymerase (PARP) enzymes, tankyrase (TNKS) 1 and TNKS2, which attach poly-ADP-ribose (PAR) onto substrate proteins. Their roles in regulating telomerase function [22] and mitotic spindle formation [23,24] are known, but their role in PARsylating axin so as to maintain the optimal level for canonical Wnt signaling has only recently been recognized. The compounds identified in these screens, XAV939 [20], IWR-1 exo, and IWR-1 endo [21], act by specifically inhibiting the PARP activity of TNKS1 and TNKS2 [25,26]. IWR-exo is a stereoisomer of IWR-1 endo with ~14-fold lower EC_50_[21]. PARP inhibition is a tractable pharmacological target *in vivo*, as antagonists of other PARP homologs exert antineoplastic responses in breast and ovarian cancer [27,28], as reviewed, [29].

This study explored the hypothesis that inhibition of TNKS by pharmacological or genetic means would inhibit lung cancer growth *in vitro* and *in vivo* in clinically-relevant transgenic mouse models of lung cancer that were previously developed, as reviewed [30]. Using comprehensive microarray analyses, we found that TNKS were overexpressed in murine lung cancers relative to adjacent normal lung tissues. These results were confirmed by semi-quantitative real-time polymerase chain reaction (qPCR) assays. Individual treatments of a well-characterized panel of human and murine lung cancer cell lines with the TNKS inhibitors XAV939 or IWR-1 inhibited cell growth, reduced the activation of a Wnt-responsive lentiviral luciferase construct, and stabilized protein levels of axin and both TNKS. Genetic inhibition of TNKS was independently achieved by use of siRNA or shRNA-mediated knockdown in lung cancer cells. This resulted in axin stabilization, marked growth inhibition, and repressed lung cancer formation in murine xenograft and transgenic syngeneic lung cancer models. Taken together, the findings presented here uncover TNKS as new antineoplastic lung cancer targets.

## Methods

### Murine transgenic lung tissues

We previously described clinically-relevant cyclin E-transgenic mouse lines that develop pulmonary pre-malignant lesions and lung adenocarcinomas [31]. For microarray analyses, adenocarcinomas and adjacent histopathologically normal lung tissues were each harvested from age- and sex-matched mice and immediately placed in RNAlater (Qiagen, Valencia CA). These specimens were isolated from human surfactant protein C (SP-C)-driven wild-type human cyclin E-transgenic mice (as previously described [31]). Normal non-transgenic lung tissue was harvested from age-and sex-matched FVB mice (NCI Frederick National Laboratory, Frederick MD). For qPCR analyses, malignant and adjacent normal lung tissues were isolated from additional transgenic mice of both wild-type and proteasome-degradation resistant human cyclin E-transgenic lines and snap frozen in liquid nitrogen.

### Gene expression microarray analyses

Total RNA was isolated with TRIzol RNA isolation reagent (Life Technologies, Carlsbad CA). GeneChip Mouse Genome 430 2.0 Arrays were purchased (Affymetrix, Santa Clara CA), with 11-probe sets covering 39,000 transcripts within the mouse genome. Hybridizations were performed according to Affymetrix guidelines at the Dartmouth College Microarray Shared Resource using an Affymetrix GeneChip Workstation. Biotin-labelled cRNA was generated from 5 μg of total RNA and hybridized to the Mouse Genome 430 2.0 chip. A total of 12 hybridizations were performed comprising 12 independent biologic samples organized into three groups of four. Raw data from each hybridization was normalized by Robust Multichip Average (RMA), background corrected, and filtered for presentation using GeneSifter software (Geospiza Inc., Seattle WA). The remaining probe sets were then analyzed by GeneSifter software for species involved in the Wnt pathway. Raw and RMA data is available from the NCBI Gene Expression Omnibus (GEO) with accession number GSE45744.

### Paired human-malignant lung tissues

A tissue bank accrued from consecutive cases over 8 years at Dartmouth-Hitchcock Medical Center containing paired human normal and malignant lung tissues was described [32]. Dartmouth’s Institutional Review Board (IRB) reviewed and approved the acquisition and analyses of these tissues.

### Semiquantitative real time RT-PCR assays

Total mRNA was isolated using the RNeasy kit with on-column DNAse digestion (Qiagen). RT was performed with the High Capacity cDNA RT Kit (Applied Biosystems, Foster City CA) and a Peltier Thermal Cycler (MJ Research, Waltham MA). The qPCR assays were performed using iTaq Fast SYBR Green Supermix with ROX (Bio-Rad Laboratories, Hercules CA) and the 7500 Fast Real-Time PCR System (Applied Biosystems). All assays were performed in triplicate. Primers sequences are presented in Additional file 1: Figure S1.

### Cell culture

Murine lung cancer cell lines studied included ED1, ED2, and ED1L (derived from a single-cell subclone of ED1), which were each previously described [32,33]. The C-10 immortalized murine bronchial epithelial cell line, BEAS-2B immortalized human bronchial epithelial cell line, NCI-H522, Hop62, and A549 human lung cancer cell lines, and the 293T human embryonic kidney cell line were each purchased (ATCC, Manassas VA). All cell lines except BEAS-2B and 293T cells were cultured in RPMI 1640 medium (Corning, Manassas VA) supplemented with 10% fetal bovine serum (FBS; Thermo Fisher Scientific, Waltham MA) at 37°C in a 5% CO_2_ humidity-controlled incubator. BEAS-2B cells were cultured in serum-free LHC-8 medium (Life Technologies) supplemented with 0.1% epinephrine. The 293T cell line was cultured in high glucose DMEM (Life Technologies) supplemented with 10% FBS and 4 mM L-glutamine (Life Technologies).

### Reagents

TNKS inhibitors XAV939 [20], IWR-1 endo, and IWR-1 exo [21] were purchased (Cayman Chemical, Ann Arbor MI) and dissolved in dimethyl sulfoxide (DMSO; Sigma-Aldrich, St. Louis MO). Recombinant murine Wnt3a ligand was purchased (R&D Systems, Minneapolis MN) and dissolved in 1% bovine serum albumin (BSA; Sigma-Aldrich) in phosphate buffered saline (PBS; Corning).

### Proliferation, clonogenicity, and washout studies

For cell proliferation assays, ED1 (2 × 10^3^), ED1L (2 × 10^3^), ED2 (5 × 10^3^), C-10 (5 × 10^3^), BEAS-2B (5 × 10^3^), H522 (5 × 10^3^), and A549 (5 × 10^3^) were individually plated in growth medium in triplicate in individual wells of 12-well tissue culture plates (Corning) 24 hours before drug or vehicle treatments. Cell viability was measured 72 hours following these treatments using the CellTiter-Glo (Promega, Madison WI) luminescent cell viability kit and a TD-20/20 Luminometer (Turner Designs, Sunnyvale CA).

For clonal growth assays, ED1 cells were plated at a density of 200 cells per well in 6-well tissue culture plates (Corning) in triplicate 24 hours before drug or vehicle treatments. Colonies were stained after 7 days with DiffQuick (IMEB Inc, San Marcos CA) and counted using a Col Count instrument (Oxford Optronix, Oxford UK).

For washout studies, ED1 (3 × 10^4^) and A549 (7.5 × 10^4^) were independently plated in 10 cm tissue culture plates (Corning) in complete growth medium and individually treated 24 hours later with vehicle, XAV939, IWR-1 endo, or IWR-1 exo at 10 μM dose. Following 3 days of culture in drug, plates were trypsinized and replated at equal densities into 12-well plates in complete medium, as described for cell proliferation assays above. Cells were treated 6 hours later with vehicle, for control and washout wells, or the respective drug at 10 μM to maintain continuous treatment. Cell viability was assessed after 24 hours and 72 hours of treatment by CellTiter-Glo.

### Immunoblot analyses

Cells were lysed in a modified radioimmune precipitation buffer, as before [34]. Protein concentrations were assayed using the BCA Protein Assay Reagent (Thermo Fisher Scientific). Twenty-five micrograms of protein were size-fractionated using 4-15% gradient sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) ReadyGels (Bio-Rad Laboratories) before electroblotting onto nictrocellulose membranes. Membranes were blocked with 5% nonfat milk in 0.1% Tween 20 (Sigma-Aldrich) tris-buffered saline (TBST), which was also the antibody diluent, except in the case of the activated β-catenin antibody (ABC), which was diluted in 1% milk TBST as in prior work [6,35]. Antibodies and dilutions used are displayed in Additional file 1: Figure S1. Primary antibodies were detected with horseradish peroxidase-conjugated species-appropriate secondary antibodies (Santa Cruz Biotechnology, Santa Cruz CA and GE Healthcare Bio-Sciences Corp, Piscataway NJ) and visualized with the ECL Prime electrochemiluminescent detection reagent (GE Healthcare) and radiographic film.

### Transient transfection assays

For siRNA knockdown experiments, pairs of independent double-stranded siRNAs were purchased (Integrated DNA Technologies Inc., Coralville IA) that each targeted human or mouse TNKS1 or TNKS2. SiRNA sequences are presented in Additional file 1: Figure S1. A non-targeting scrambled siRNA was used as the control. ED1 (1 × 10^4^), ED2 (1.5 × 10^4^), A549 and (5 × 10^4^), Hop62 (5 × 10^4^) cells were independently plated in triplicate on 6-well tissue culture plates 24 hours before transfection. Transient transfections of each respective siRNA were accomplished with Lipofectamine 2000 reagent (Invitrogen) according to the manufacturer’s protocol. Total RNA was collected and analyzed as described above to verify these knockdowns at 24 hours post-transfection, with cell growth assessed 72 hours post-transfection by CellTiter-Glo assay, as already described. Comparisons were made to cells transfected with the non-targeting scrambled control siRNA.

### Lentivirus production, stable infections, and luciferase assays

The 7TFP derivation of the pSuperTOPFlash vector and the EβP constitutively active β-catenin vector [36] were purchased (plasmids 24308 and 24313, respectively; Addgene, Cambridge MA). Two independent shRNA constructs targeting murine TNKS1 in a G418-selectable backbone, pLKO.1-CMV-Neo, and TNKS2 in a puromycin-selectable backbone, TRC2, were purchased, as well as scrambled controls in matched selectable backbones (Sigma-Aldrich). The sequences of these hairpin constructs are shown in Additional file 1: Figure S1.

Lentiviruses were generated with an optimized system [37] consisting of the transfer vector of interest and packaging plasmids pCMV-dR8.2 (plasmid 8455; Addgene) and pMD2.G (plasmid 12259; Addgene). These vectors were transfected into 293T cells using TransIT-LT1 transfection reagent (Mirus Bio, Madison WI) according to the manufacturer’s protocol. Lentiviral titers supplemented with 1% BSA were collected after 24 hours and used to infect murine ED1 lung cancer cells in the presence of 4ug/mL polybrene (Sigma-Aldrich). ED1 cells infected with 7TFP, EβP, or TNKS2 shRNA vectors were selected with 2.5 μg/mL puromycin (Life Technologies). ED1 cells infected with the TNKS1 shRNA vectors were selected with 1.5 mg/mL G418 sulfate (Corning). ED1 cells transduced with the combined controls or combined shRNAs received simultaneous drug selection at the above concentrations.

For luciferase assays, ED1 cells infected with the 7TFP vector (1 × 10^4^) were plated 24 hours before drug or vehicle treatments in triplicate in 12-well tissue culture plates. Treatments were with TNKS inhibitors or vehicle combined with a canonical Wnt activator or control (20 mM LiCl controlled by 20 mM NaCl or 25 ng/mL murine recombinant Wnt3a controlled by 1% BSA/PBS). Cells were lysed 16 hours after these treatments using the Reporter Lysis Buffer for the Luciferase Assay system (Promega). Luciferase activity was measured and normalized to protein concentrations.

### *In vivo* tumorigenicity studies

The described animal protocols were reviewed and approved by Dartmouth’s Institutional Animal Care and Use Committee (IACUC). For both experiments, ED1 cells were infected with either both shRNA vector controls (dual shCTRL) or TNKS1 and TNKS2 combined knockdown (dual shTNKS) and selected, as described above. For xenograft studies, 1 × 10^6^ indicated cells were resuspended in 200μL of Growth Factor Reduced Matrigel (BD Biosciences, San Jose CA) and injected into the left flanks of 8 week old female NCr Nu/Nu athymic mice (NCI Frederick National Laboratory, Frederick MD). There were 10 mice in the dual control arm and 10 mice in the dual knockdown arm. Tumor diameters were measured twice weekly with vernier calipers by an investigator blinded as to the cell lines under analysis, and mice were sacrificed when mean tumor diameter reached 15 mm or when mice became moribund or cachexic, whichever arose first. Tumor volume was calculated as π/6 * Length * Width^2^, where width was defined as the smaller of the cranial/caudal diameter or dorsal/ventral diameter [38].

For the syngeneic study, 1 × 10^6^ indicated cells were resuspended in 200μL PBS and injected into the tail veins of 8-week-old female FVB mice (NCI Frederick). There were 3 mice in the dual control arm and 5 mice in the dual shRNA arm. Mice were sacrificed 4 weeks post-injection and lung tissues were formalin-fixed, paraffin-embedded, and sectioned for histopathology, as before [31]. Hematoxylin and eosin staining was used and a pathologist blinded as to the treatment arms scored for lung tumor formation, as in prior work [39,40].

### Statistics

Data shown represent at least three independent replicate experiments done in triplicate for the *in vitro* studies. Error bars indicate mean +/- standard deviation (SD), except in the case of the xenograft study, where error bars indicate mean +/- standard error of the mean (SEM). Statistical significance was determined by two-tailed *t*-test assuming unequal population variances in GraphPad InStat or Prism (GraphPad Software Inc, LaJolla CA) with significance set at *P* ≤ 0.05, except in the case of the syngeneic study, when a one-tailed *t*-test was used, and the xenograft study, where ANOVA was used to compare the growth curves and Kaplan-Meier analysis was used to compare survival to sacrificial endpoint. Multiple comparison in the proliferation studies was handled with ANOVA followed by Dunnett’s post-test. Microarray data were analyzed with the GeneSifter analysis suite using the embedded ANOVA function, with significance at *P* ≤ 0.05.

## Results

### The Wnt pathway and TNKS 1 and 2 are deregulated in lung cancer

We previously reported a cyclin E-expressing murine transgenic lung cancer model [31] that recapitulated frequent features of human lung carcinogenesis [32,39-41]. We first asked whether this model deregulated the Wnt pathway, as occurs in human NSCLC [9,16-19]. 

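Non-transgenic lung, adjacent histologically normal transgenic lung and transgenic lung adenocarcinoma were each represented by 4 arrays, 1 array per sample, for a total of 12. FVB is an inbred mouse strain, and in the transgenic mice the promoter of surfactant protein C, a gene of alveolar type II cells, drives human cyclin E in the lung. The mice were 7 to 11 months old. Biotin-labelled cRNA made from total lung RNA was hybridized to Affymetrix GeneChip mouse genome arrays, which read each transcript with a set of short probes. The deposited table held 1 log2 signal per probe set and array, already background corrected and normalized between arrays by the authors. The paper names Robust Multichip Average for this step and the submitters' processing notes name GCRMA, a related method that models the background from probe sequence, and the values did not settle which was used. The median log2 signal per array was 4.18 to 4.19 in non-transgenic lung, 4.17 to 4.38 in adjacent normal lung and 4.10 to 4.13 in tumors. The table held 45101 probe sets, of which 64 were controls. The 23538 probe sets with a signal above the table's median of 4.18 in at least 4 arrays were tested with limma, with all 3 groups in a single fit and Benjamini-Hochberg adjustment at 0.05. The tables used here do not pair probe sets with genes. Counts are therefore of probe sets, and the Wnt probe sets and the tankyrases were not separated from the others. The labels imply that a tumor and an adjacent normal lung of the same number came from the same mouse, while the paper describes 12 independent samples. With 4 arrays in each group, the number of arrays limits the precision.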

Comprehensive microarray analyses compared non-transgenic murine lung, transgenic murine normal lung, and transgenic murine lung cancer. These analyses established Euclidean hierarchical clustering of each tissue by Wnt family member expression, with similar expression levels of these species detected in murine non-transgenic lung and transgenic normal lung tissue, but a different expression pattern in transgenic lung cancers (microarray data available at NCBI’s Gene Expression Omnibus, accession number GSE45744).

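Across the 23538 probe sets tested, of all functions and not of the Wnt pathway alone, the tumors lay far from both kinds of normal lung, and the 2 kinds of normal lung lay close together. The mean Euclidean distance on the log2 scale was 157.1 between tumors and adjacent normal lungs and 159.0 between tumors and non-transgenic lungs, against 71.5 between adjacent normal and non-transgenic lungs. Arrays of the same group were 112.7 apart among tumors, 77.1 among adjacent normal lungs and 58.9 among non-transgenic lungs. Single arrays carried much of this spread. The distance among tumors was 71.6 without tumor 2. Among adjacent normal lungs it was 49.5 without lung 3, which is below the 58.9 of non-transgenic lungs. Distances between groups exceeded those within groups by 62.2 for tumor against adjacent normal lung and by 73.1 for tumor against non-transgenic lung (one-sided exact permutation test with the arrays taken as independent, p = 0.029 in both cases, the smallest p that 4 arrays against 4 allow). The exact p was 0.057 when any 1 adjacent normal lung was left out of the first comparison or any 1 non-transgenic lung out of the second, and without tumor 2 the excesses were 96.8 and 111.6. If tumor and adjacent normal lung of the same number came from the same mouse, only 8 splits within the numbers can be compared, and with the mean of each number removed the excess was 74.5 (one-sided exact permutation test, p = 0.125, the smallest p that 8 splits allow). The excess for adjacent normal against non-transgenic lung was 3.53 (one-sided exact permutation test, p = 0.057). It was -0.59 to 1.08 when any 1 non-transgenic lung was left out (p = 0.46 in each case) and 4.13 to 7.98 when any 1 adjacent normal lung was (p = 0.086 to 0.11), and it passed the same exact test with correlation distances (p = 0.029). No probe set differed between these 2 lung groups at an adjusted p under 0.05 in limma. At an unadjusted p under 0.05 there were 835, against 1177 expected by chance. This fit takes the variance of a probe set from all 3 groups, of which the tumors were the most spread. The deficit therefore does not show that the 2 lung groups are alike, and its cause was not tested. The unequal-variance test of 2 groups, which the methods use outside the arrays, gave 1305 at its stated threshold and 0 after adjustment. In 1125 probe sets (4.78%) the arrays of these 2 lung groups did not overlap, where chance gives 2.86%. Average-linkage clustering cut at 2 clusters put tumors 1, 3 and 4 in a cluster of 3 arrays and tumor 2 in the other cluster of 9 arrays, with all 8 normal lungs, while at 3 clusters tumor 2 formed a cluster of its own. The mean distance of tumor 2 to the 8 normal lungs was 112.0, while that of the other tumors was 169.3 to 177.4. Adjacent normal lung 3 also stood apart, at a mean distance of 104.7 from its own group. From clustering by Wnt family members, the paper states that non-transgenic and transgenic normal lung were alike and that the cancers had a different pattern.

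**Figure D1:**
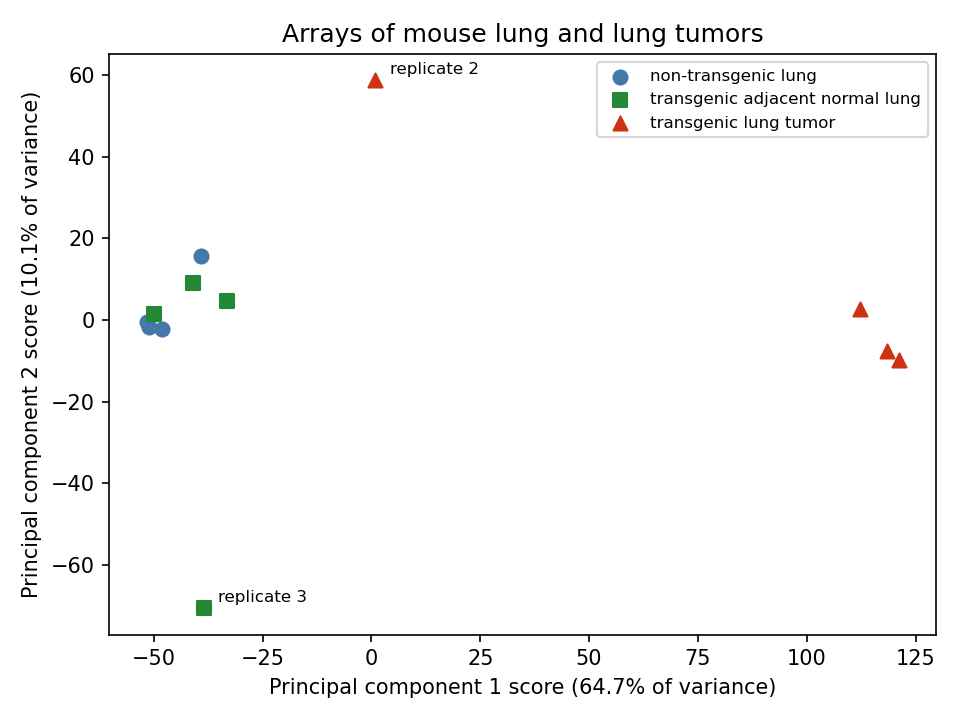
Principal component scores of the 12 arrays over the 23538 probe sets tested, with component 1 (64.7% of the variance) on the horizontal axis and component 2 (10.1%) on the vertical axis. Each point is an array. The 8 normal lungs have component 1 scores of -51.6 to -33.1, tumors 1, 3 and 4 have 112.2 to 121.1 and tumor 2 has 0.88.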

Five hundred probes on the array represent 258 unique genes that are functionally annotated in Gene Ontology (http://www.geneontology.org) as members of the *Wnt receptor signaling pathway*. In our focused analysis of this pathway, 161 probes representing 117 unique genes (32% and 45% of the totals, respectively) were significantly (*P* ≤ 0.05 by ANOVA) up- or downregulated in comparison to the murine non-transgenic or adjacent transgenic normal lung controls (Figure 1A). 

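Tumors differed from both kinds of normal lung in a large part of the array. Against adjacent normal lung, 3102 of the 23538 probe sets tested were higher and 3663 were lower in tumors at an adjusted p under 0.05 in limma. Larger changes were more often decreases, since 918 of these probe sets were at least 2-fold higher and 2255 at least 2-fold lower, or 1654 and 2964 without tumor 2. Against non-transgenic lung, 3678 were higher and 3974 lower. This balance turned after quantile normalization (3906 and 3777), after median centring (4166 and 3805) and without tumor 2 (5719 and 5292), while 1600 were higher and 2992 lower with the replicate number as a block, 2192 and 3178 without tumor 3, and 2328 and 3286 without tumor 4. The non-transgenic lungs are of other mice, so that the block ties them to the tumors by number alone. The probe sets of the Wnt term are among those on the array but were not counted separately here. With the methods' analysis of variance at its stated threshold and no adjustment, 12131 of all 45037 probe sets other than controls differed across the 3 groups, or 26.9%, where chance alone gives 5%. The tumor mean was the highest of the 3 groups in 6001 of them and the lowest in 5660. Among the 23538 brighter probe sets tested, 9335 (39.7%) passed the same threshold and 5733 after Benjamini-Hochberg adjustment, and limma's moderated F-test gave 6734 after adjustment, with 10395 without tumor 2, 4152 without tumor 3 and 4354 without tumor 4. Single probe sets were taken from those called against adjacent normal lung whose 4 tumor arrays all lay on the same side of the 4 adjacent arrays. The probe set with the largest increase among them had a log2 signal of 10.38 ± 0.29 (SD, n = 4) in tumors, 4.55 ± 1.05 (SD, n = 4) in adjacent normal lung and 3.77 ± 0.42 (SD, n = 4) in non-transgenic lung. This is a log2 fold change of 5.83 against adjacent normal lung (standard error 0.42, limma adjusted p = 1.3e-05). The next largest increase was a log2 fold change of 4.32 (standard error 0.66, limma adjusted p = 0.0008), or 5.12 without tumor 2. The probe set with the largest decrease was at 4.41 ± 1.89 (SD, n = 4) in tumors and 11.43 ± 0.18 (SD, n = 4) in adjacent normal lung, a log2 fold change of -7.02 (standard error 0.68, limma adjusted p = 5.7e-05). The next largest decrease was a log2 fold change of -6.59 (standard error 1.09, limma adjusted p = 0.0013), with tumor 2 at 10.14 and the other tumors at 3.31 to 5.72, and without tumor 2 it was -8.04 against -7.96 for the former, so that their order turned. In each of these 4 probe sets some arrays of the lower group lay under 4.18, a level not shown to be above background, so that the sizes of the changes and their order are uncertain. With the replicate number as a block, which the non-transgenic lungs carry as well, 1007 probe sets were higher and 2275 lower against adjacent normal lung. With the mouse as a random block 3366 were higher and 3816 lower. With only the 8 arrays compared 1554 were higher and 2777 lower, and with the unequal-variance test after adjustment 140 and 451. Among fits with 1 array left out, the most were called without tumor 2: 5402 were higher and 5193 lower, and the fewest without tumor 3, with 1635 and 2841. Without any 1 of tumors 1 and 4 and adjacent normal lungs 1 and 2, 1703 to 2011 were higher and 2846 to 3094 lower.

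**Figure D2:**
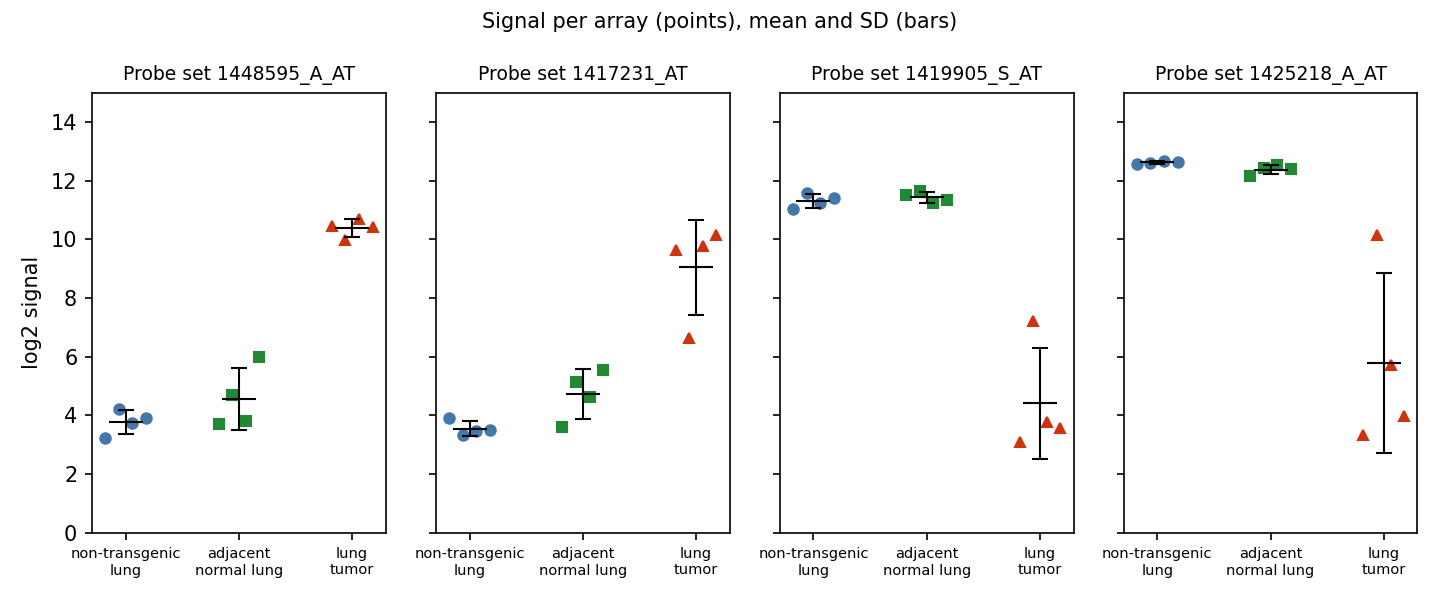
Log2 signal of the 2 probe sets with the largest increases and the 2 with the largest decreases (vertical axes; panel titles give their identifiers) in non-transgenic lung, adjacent normal lung and lung tumors, with each array as a point and the mean and SD as bars. In the probe set with the largest increase tumor 2 lies with the other tumors at 9.98, while in the next it is the lowest tumor at 6.65 and in the probe sets with the largest and the next largest decrease the highest tumor, at 7.21 and 10.14.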

Among the overexpressed mRNAs were: *porcupine (PORCN),* encoding an O-acyltransferase responsible for lipid-modifying Wnt ligands prior to secretion [42]; *FZD2*, encoding a Wnt/Ca^2+^ signaling-related Frizzled receptor [43]; and *MYC*. Repressed genes included those coding for Wnt antagonists such as WIF1 (discussed above) and PRICKLE1, a putative tumor suppressor that represses the Wnt pathway by destabilizing Dvl [44]. TNKS 1 and 2 were found to be moderately overexpressed, at 1.30-fold and 1.43-fold expression respectively, in comparison with transgenic normal adjacent lung.

**Figure 1:**
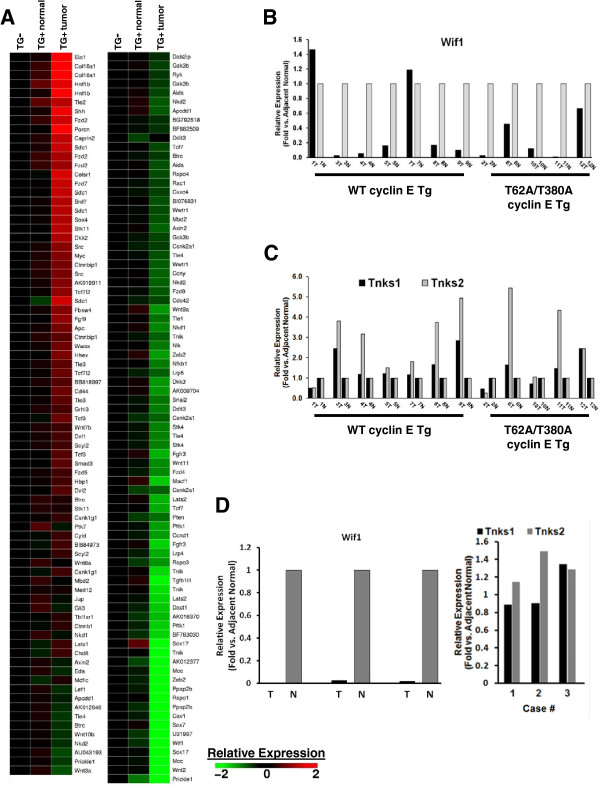
**Wnt pathway deregulation in murine and human NSCLC.** Comprehensive gene expression microarrays and qPCR assays reveal deregulation of specific components of the Wnt signaling pathway in murine and human NSCLC. (**A**)161 probes on the array representing 117 unique genes defined by Gene Ontology under the classification *Wnt receptor signaling pathway* are significantly (ANOVA, *P* ≤ 0.05) over- or under-expressed in murine cyclin-E transgenic lung cancers as compared to adjacent normal or non-transgenic mouse lung. (**B**) The qPCR-based assays of Wif1 expression levels in a panel of paired malignant (samples labeled T) and normal (samples labeled N) lung tissues from 12 transgenic cyclin E mice, both wild type (WT) and proteasome-degradation resistant (T62A/T380A). (**C**) The qPCR-based measurements of TNKS1 and TNKS2 expression levels in the same panel of paired malignant and normal murine lung tissues. (**D**) The qPCR-based measurement of Wif1 (left panel) and TNKS1 and TNKS2 (right panel) expression levels in three human lung adenocarcinoma tumor samples versus adjacent normal lung tissue.

The microarray results were independently validated by qPCR assays in murine lung cancers and their adjacent normal lung tissues. In a panel of 12 paired normal and malignant lung tissues derived from 7 wild-type cyclin E transgenes and 5 proteasome-degradation resistant cyclin E transgenes, 10 showed repression of WIF1 in the lung cancers versus adjacent normal lung tissues (Figure 1B). This result is consistent with prior published work from human NSCLC cases [18,19]. Analysis of TNKS 1 and TNKS2 expression in the same panel showed overexpression of TNKS1 in 6 of 12 tumors and TNKS2 in 9 of 12 tumors, relative to adjacent normal lung tissues (Figure 1C). The qPCR analysis of WIF1 and TNKS expression in three cases of human lung adenocarcinoma revealed the expected repression of WIF1 and moderate overexpression of TNKS2 (as compared to adjacent normal lung tissues) in all examined cases, as well as for TNKS1 in 1 of 3 cases (Figure 1D).

### Antiproliferative effects of TNKS inhibitors in lung cancer cells

Having established deregulation of Wnt pathway genes and TNKS overexpression in human and murine lung cancer, we next asked whether inhibition of the Wnt pathway with the TNKS inhibitors XAV939, IWR-1 endo, or IWR-1 exo would inhibit growth of murine or human lung cancer cell lines. Individual treatments with increasing doses of these three compounds (100nM to 50 μM) dose-dependently decreased proliferation of the ED1, ED1L, and ED2 murine lung cancer cell lines in comparison to vehicle controls after 3 days of treatment (Figure 2A with statistical analysis in Additional file 2: Figure S2). Independent treatments of the human lung cancer cell lines A549, Hop62, and H522 dose-dependently decreased proliferation of each of these lines versus vehicle controls after 3 days of culture (Figure 2B with statistical analysis in Additional file 2: Figure S2). The compounds also inhibited growth of the C10 murine immortalized bronchial epithelial cell line (Figure 2C, left panel). The BEAS-2B immortalized human bronchial epithelial cell line was found to be more resistant to growth inhibition by these agents, except for the IWR-1 endo compound (Figure 2C, right panel). Additionally, treatments of the ED1 cell line plated under colony-forming conditions with 10 μM of each TNKS inhibitor significantly inhibited 7-day colony formation relative to vehicle control, as shown with colony number quantification (Figure 2D).

**Figure 2:**
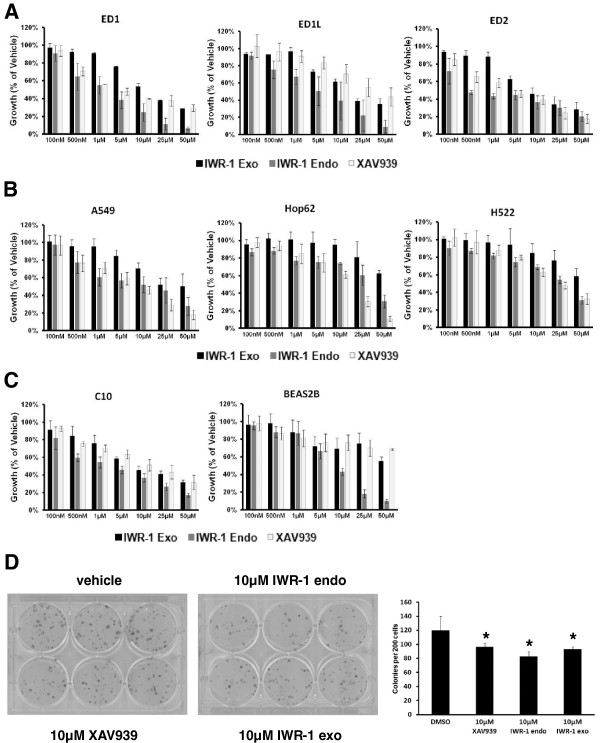
**Antineoplastic effects of TNKS inhibitors *in vitro.*** Treatments with TNKS inhibitors XAV939, IWR-1 endo, and IWR-1 exo exerted antineoplastic effects against NSCLC cell lines *in vitro*, as compared to vehicle controls. (**A**) Cell proliferation dose-response curves for the three TNKS inhibitors against ED1 (left panel), ED1L (middle panel), and ED2 (right panel) murine lung cancer cell lines as compared to vehicle control are shown, as measured by luminescent cell viability assay after 3 days. (**B**) Cell proliferation dose-response relationships for the three TNKS inhibitors against A549 (left panel), Hop62 (middle panel), and H522 human NSCLC cell lines as compared to vehicle control are shown, using the same luminescent cell viability assay and 3 day time frame. (**C**) Dose-response curves show antiproliferative effects of the three TNKS inhibitors against the immortalized bronchial epithelial cell lines C-10 (murine) and BEAS-2B (human) versus vehicle control. (**D**) Ten-day colony formation is shown for the ED1 cell line following individual treatment with 10 μM of each TNKS inhibitor or vehicle control (left two images), and quantified (right panel). Error bars represent standard deviations of three experiments in triplicate. (* *p* ≤ 0.05).

Cells were growth inhibited by these compounds but did not show appreciable apoptosis (data not shown). In drug washout experiments, normal cell growth was restored after removal of the drugs, confirming that the effects of these compounds are reversible (Additional file 3: Figure S3).

### TNKS inhibitors act as canonical Wnt pathway inhibitors in lung cancer

We sought to validate whether the TNKS inhibitors exerted effects on Wnt signaling in human and murine lung cancer cell lines. Immunoblot analyses of ED1 and ED2 murine lung cancer cell lines (Figure 3A) and A549 and Hop62 human lung cancer cell lines (Figure 3B) following treatment with 10 μM of each inhibitor revealed stabilization of TNKS1, as expected due to inhibition of TNKS auto-PARsylation function [45]. Stabilization of TNKS2 was only apparent in ED1. We also observed accumulation of axin 1 at the protein level in all cell lines, a key component of the axin/APC/GSK3 β-catenin destruction complex and direct target of TNKS PARsylation. This relationship appeared to be dose-dependent, as evidenced in the ED1L cell line following 3 days of treatment with the inhibitors at increasing doses (Figure 3C).

**Figure 3:**
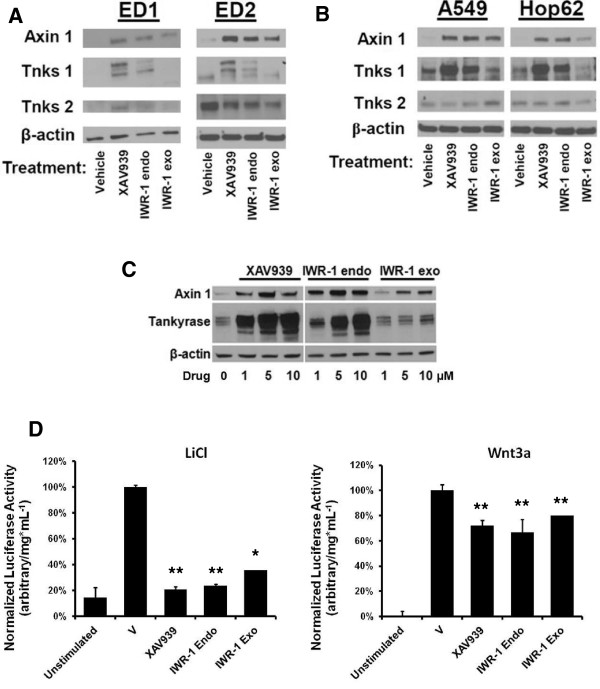
**TNKS inhibition antagonizes canonical Wnt signaling in lung cancer.** (**A**) Immunoblots for Wnt pathway components axin 1, TNKS1, and TNKS2 are shown in ED1 (left panel) and ED2 (right panel) murine lung cancer cell lines following 3 days treatment with TNKS inhibitors or vehicle. (**B**) Immunoblots are shown for Wnt pathway components, as in panel A, in A549 (left panel) and Hop62 (right panel) human NSCLC cell lines following 3 days treatment with TNKS inhibitors or vehicle. (**C**) Dose-response of Wnt pathway component stabilization is shown in ED1L cells following 3 days treatment with TNKS inhibitors or vehicle at doses shown. (**D**) Activity of a lentiviral Wnt-responsive luciferase construct stably expressed in the ED1 cell line was measured following 16 hours cotreatment with TNKS inhibitors and a Wnt activator: 20 mM LiCl (left panel) or 25 ng/mL recombinant murine Wnt3a (right panel). Luciferase activity was normalized to total protein concentrations in each sample and compared to vehicle control. Error bars represent SD of three experiments in triplicate. (* *p* ≤ 0.05).

Stable infection of ED1L (data not shown) or ED1 (Figure 3D) with a lentiviral vector containing a luciferase gene cassette under control of a 7× TCF binding site promoter [36] allowed for monitoring of the transcriptional activity of the Wnt pathway during TNKS inhibition. Wnt reporter activity was normalized to the total protein content of the cells to account for growth inhibitory effects. Basal (unstimulated) activity of the Wnt reporter was low in both cell lines, and was not significantly affected by tankyrases inhibition (data not shown). Co-treatment of either cell line with a Wnt activator (20 mM LiCl or 25 ng/mL recombinant murine Wnt3a) and a 10 μM dosage of each TNKS inhibitor led to a significant reduction in normalized Wnt-responsive luciferase activity versus vehicle controls at 16 hours post-stimulation (Figure 3D).

### siRNA-mediated repression of TNKS1 and TNKS2 in cancer cell lines

Because tool compounds such as XAV939 and IWR-1 likely have off-target effects, we sought to validate that the antineoplastic activity of these inhibitors was due to specific TNKS antagonism through independent genetic approaches. Transient TNKS knockdowns were accomplished with two siRNAs that independently target TNKS1 or TNKS2 in human or mouse cells. Transfection of these siRNAs alone or in combination led to significant (*P* ≤ 0.05) repression of TNKS1 or TNKS2 at the mRNA level in ED1 (Figure 4A, left panel) and ED2 (Figure 4B, left panel) murine cell lines at 24 hours, versus controls. Similar TNKS knockdown was achieved in the human lung cancer cell lines A549 (Figure 4C, left panel) and Hop62 (Figure 4D, left panel).

**Figure 4:**
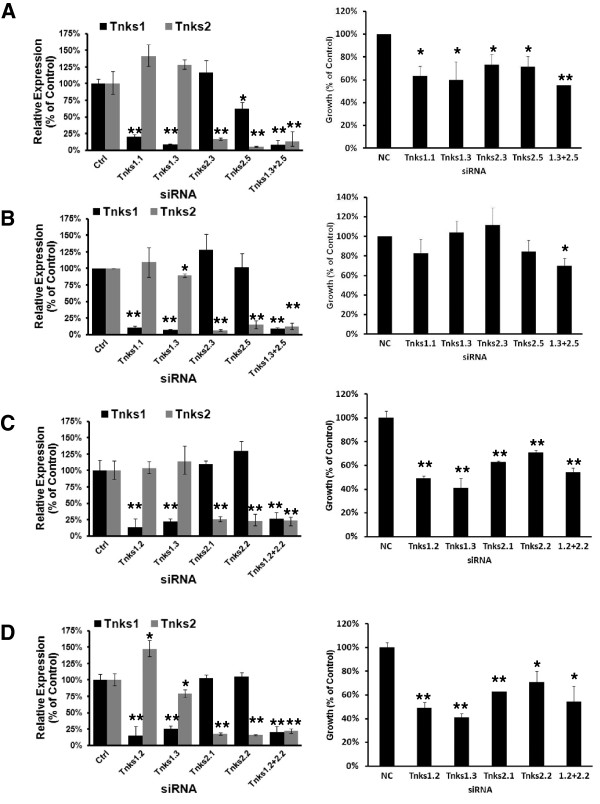
**Transient TNKS knockdown in lung cancer cell lines.** Antineoplastic consequences of specific genetic knockdown of the TNKS via siRNAs are shown. Two independent siRNAs targeting respectively each of TNKS1 or TNKS2, or a non-targeting control were transfected into (**A**) ED1, (**B**) ED2, (**C**) A549, and (**D**) Hop62 cells, alone or in combination. Gene expression levels of TNKS1 and TNKS2, measured by qPCR assays, are shown following knockdown for 24 hours (left panels) as compared to control. Proliferative consequences were measured by luminescent cell viability assay after 3 days culture (right panels). Error bars represent SD of three experiments in triplicate. (* *p* ≤ 0.05, ** *p* ≤ 0.01).

The consequences of TNKS knockdown on proliferation for each of the examined NSCLC cell lines was assessed after 3 days culture versus non-targeting control siRNA. Single knockdown of either TNKS1 or TNKS2 or dual TNKS knockdowns were growth inhibitory in the ED1, A549, and Hop62 lung cancer cell lines (Figures 4A, 4C, and 4D, respectively). In ED2 cells, only the combined knockdown achieved significant growth repression versus control (Figure 4B). The dual siRNA knockdown of TNKS1 and TNKS2 was not significantly more growth-suppressive than was either of the individual knockdowns in ED1, A549, or Hop62 cells. The growth inhibitory effects of TNKS knockdown were accompanied by stabilization of axin1 at the protein level, as shown in ED1 (Figure 5A) and Hop62 cells (Figure 5B).

**Figure 5:**
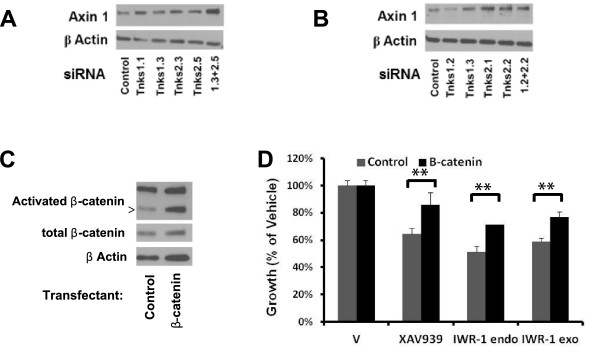
***In vitro *effects of TNKS knockdown and rescue of Wnt pathway inhibition.** (**A**) Protein expression levels of axin 1 following transient TNKS knockdown are shown by immunoblot analysis in ED1. (**B**) Protein expression levels of axin 1 following transient TNKS knockdown are shown by immunoblot analysis in Hop62. (**C**) Expression of activated β-catenin and total β-catenin in ED1 cells following stable infection with constitutively active β-catenin or empty vector. (**D**) Growth inhibition of ED1 cells infected as in C by TNKS inhibitors for 3 days at 10 μM is shown by luminescent cell viability assay. Error bars represent SD of three experiments in triplicate. (* *p* ≤ 0.05, ** *p* ≤ 0.01).

### Rescue of TNKS inhibitor growth effects by activated β-catenin

To further show Wnt pathway specificity of *in vitro* antineoplastic effects of these TNKS inhibitors, we performed a rescue experiment. ED1 cells were stably infected with an empty vector or an activated form of β-catenin that cannot be phosphorylated by GSK3 and thus remains constitutively active. Expression of this construct was confirmed at the protein level (Figure 5C). Individual treatments of these stable cell lines with 10 μM TNKS inhibitors for 3 days showed differential growth inhibition between β-catenin expressing cells and controls, with a significant rescue of ~20% growth in each case (Figure 5D).

### shRNA repression of TNKS1 and TNKS2 has antineoplastic activity

To confirm independently the transient *in vitro* knockdown results in the *in vivo* setting, we achieved stable genetic knockdown of the TNKS, alone or in combination, in the ED1 murine lung cancer cell line with the indicated TNKS shRNAs versus control shRNAs (Figure 6A). ED1 cells were infected with independent shRNAs targeting TNKS1 or TNKS2, or both species. Stable knockdown at the mRNA level was achieved following G418 (TNKS1 and pLKO.1-cmv-neo scrambled control) or puromycin (TNKS2 and TRC2 control) selection, or selection for both shRNA transductants in the dual knockdown study. Knockdown of TNKS1 caused an accumulation of axin 1, as did independent knockdown of TNKS2, although to a lesser extent; combined TNKS knockdown showed increased stabilization of axin 1 (Figure 6B). The *in vitro* growth inhibitory effects of stable TNKS knockdown are shown (Figure 6C) and are similar to those observed from siRNA-mediated transient TNKS repression.

**Figure 6:**
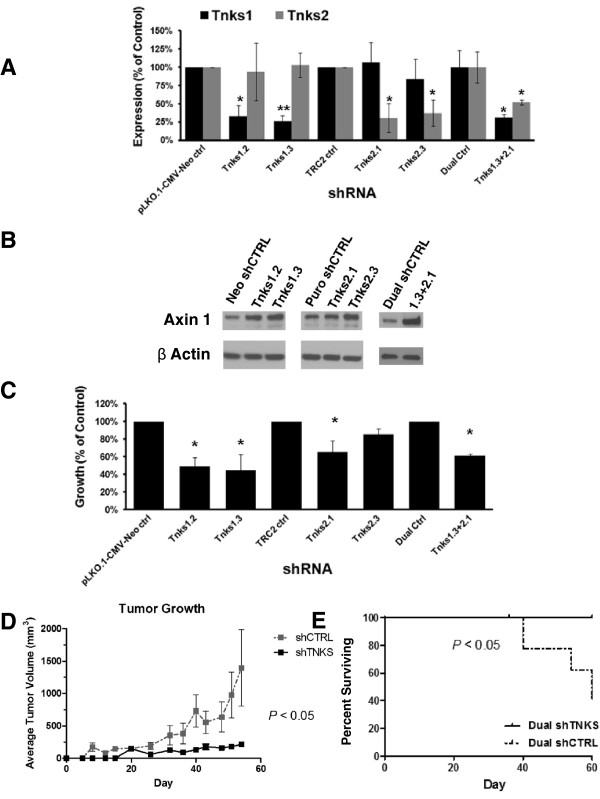
***In vivo *consequences of TNKS knockdown.** (**A**) ED1 cells were infected with lentiviral shRNA constructs targeting TNKS1 or TNKS2 at two independent sites each, or the combination, and were selected with G418 (TNKS1 constructs and pLKO.1-CMV-Neo control), puromycin (TNKS2 constructs and TRC2 control), or the combination (dual control and dual shRNA). mRNA expression levels of the indicated species are detected by qPCR. (**B**) Axin 1 protein levels following stable TNKS knockdown are shown by immunoblot analysis. (**C**) Consequences on proliferation of stable TNKS knockdown in ED1 cells are shown i*n vitro* as measured by luminescent cell viability assay 3 days after plating. (**D**) ED1 TNKS1 and TNKS2 shRNA dual transductants (or control) were injected into the flanks of athymic nude mice and tumor diameters measured twice weekly. Tumor growth rates are shown, *N* = 10 in each arm +/- SEM. (**E**) Time to the specified endpoint (designated as percent surviving) for the xenograft study is shown. Error bars represent SD of the mean. (* *p* ≤ 0.05).

ED1 murine lung cancer cells after dual TNKS1 and TNKS2 stable knockdown were selected for xenograft studies in nude mice or tail vein injection into syngeneic FVB mice. Mice bearing xenografts of the TNKS knockdown cells showed a decrease in tumor growth rate (Figure 6D) and increase in time to the specified endpoint (Figure 6E) as compared to controls. As expected from the *in vitro* results, shRNA-mediated knockdown of TNKS1 and TNKS2 led to a significant decrease in syngeneic tumor formation after 8 weeks (Additional file 4: Figure S4).

## Discussion

Aberrant Wnt signaling has long been associated with carcinogenesis. Both familial and sporadic colorectal cancers were among the first to be associated with the Wnt pathway, as a large percentage of these cases harbor driver mutations in *APC* or *β-catenin*[13-15,46,47]. Subsequently, deregulation or mutation of components of the canonical and non-canonical arms of the Wnt pathway were linked to hematopoietic cancers such as acute myelogenous leukemia (AML) [48] and solid tumors including breast cancer [49,50], ovarian cancer [51], and NSCLC [52], among other malignancies. The results of our microarray studies of cyclin-E driven murine lung adenocarcinomas revealed deregulation of specific components of the Wnt pathway, both canonical and noncanonical, in agreement with prior reports [7,16-19].

TNKS1 and/or TNKS2 levels were elevated in the majority of the paired tumor and normal murine transgenic cyclin E samples. In the three evaluable human lung adenocarcinoma and normal lung pairs TNKS1 and TNKS2 levels were either moderately elevated or unchanged. There is a paucity of literature on differential TNKS expression at either the mRNA or the protein level in cancer. In addition to potential regulation at the mRNA level, however, the TNKS are known to be regulated post-transcriptionally. The RING-type E3 ubiquitin ligase RNF146 has been identified as a PAR-dependent E3 enzyme that mediates ubiquitylation of both axin and the TNKS themselves [53,54]. RNF146 is found in a breast cancer susceptibility locus at *6q22.33*, with overexpression of the locus [55] but not mutation [56] correlated with increased breast cancer risk in both Ashkenazi Jewish and non-Jewish women. Deregulation of post-transcriptional TNKS regulators cannot be accounted for in our analysis, and future studies are planned to assess the association between tumorigenicity and TNKS expression at both mRNA and protein levels across a broader sample set.

We and others have hypothesized [6] that pharmacological targeting of the Wnt pathway would treat or even prevent some malignancies, including lung cancer, where survival remains poor despite current treatments [1]. The development of Wnt pathway pharmacological inhibitors has proven to be a challenge. The large protein-protein interaction domains responsible for signal transduction at the level of the β-catenin destruction complex and β-catenin/TCF/Lef interactions make it difficult to target these components with small molecules. Some progress has been made designing compounds targeting these interactions, but those compounds have not yet shown *in vivo* efficacy, as reviewed [57]. Hence, the discovery of the TNKS as activating enzymes in the Wnt pathway [58] and the development of tool compounds inhibiting their activity [20,21] were each positive steps towards small-molecule Wnt pathway inhibition. Our results with the first generation of TNKS inhibitors, XAV939 and the IWR-1 compounds, indicate that they have antiproliferative effects in lung cancer cell lines.

Each cell line examined exhibited a distinct response profile for each of the three TNKS inhibitors. This likely resulted from a differing reliance of each on active Wnt signaling *in vitro*. In most, but not all cases, the IWR-1 exo enantiomer was less growth inhibitory than was the IWR-1 endo enantiomer. This was expected from the difference in EC_50_ between the compounds [21]. These effects were found in standard serum concentration culture conditions. In a recent study in breast cancer cell lines, growth inhibition by XAV939 was only seen under conditions of reduced serum [59]. We are currently examining the effects of different growth conditions on TNKS inhibitor activity in our lung cancer models. The lack of effect on apoptosis suggests that the inhibition of proliferation was due to growth arrest or through a mechanism other than programmed cell death. As expected from the noncovalent nature of TNKS inhibition by XAV939 and the IWR-1 isomers as determined in structure-activity relationship studies [25,60-62], the growth inhibitory effects of all three compounds washed out fully.

Despite being closely-related cell lines derived from adenocarcinomas of mice differing only in the proteasomal susceptibility of their human cyclin E transgene [31,39], the molecular and growth phenotypic responses of the ED1 and ED2 cell lines to TNKS inhibition differed. Specifically, the latter failed to accumulate TNKS2 following inhibitor treatment and was only growth inhibited by combined TNKS knockdown. This may speak to stochastic differences in post-translational regulation of TNKS enzymes, potentially a result of the specific niche or inflammatory milieu in which the original tumors developed in their respective animals.

Although the BEAS-2B human immortalized bronchial epithelial cell line was relatively resistant to TNKS inhibitors, the ability of TNKS inhibition to growth inhibit the murine C10 cell line raises concerns regarding therapeutic window and toxicity profiles. Although the original reports which described the IWR-1 isoforms and XAV399 included *in vivo* inhibition of Wnt-mediated tailfin regeneration in zebrafish [20,21], to our knowledge only a single additional study has used XAV939 successfully *in vivo*[63]. Further development of TNKS inhibitors for *in vivo* use has recently shown promise [64,65]. In the former study, no overt toxicities were reported; however, evidence of colon crypt toxicity was observed in the latter at high doses. Whether a sufficient therapeutic window exists between TNKS inhibition in cancer cells and normal cells is still an open question, as is the toxicity profile of the class.

We provide evidence here that the antineoplastic effects of TNKS antagonists are through inhibition of the Wnt pathway and are not solely due to off-target effects of these inhibitors. Although the TNKS are key regulators of canonical Wnt signaling, they are known to have other effects. These include the maintenance of telomeres and activation of telomerase through binding and PARsylation of TRF1 [66,67], and directing proper polymerization of mitotic spindles through PARsylation of NuMA [23,24]. Our results do not rule out effects of TNKS inhibition acting in part through these or other potential mechanisms. However, disruption of cancer immortalization by inhibition of telomere extension would exert additional antineoplastic effects. We have recently reported that targeting chromosome stability in cancer cells is also an antineoplastic target [40]. In fact, the inability of constitutively activated exogenous β-catenin to fully rescue growth inhibition due to TNKS inhibition in ED1 cells may speak to TNKS action in other pathways, or to off-target effects of the tool compounds themselves. It is also possible that insufficient exogenous expression was achieved to stoichiometrically out-compete all of the available destruction complex in the face of TNKS inhibition.

Our results show *in vivo* anti-cancer effects of TNKS knockdown. Combined with the *in vitro* results with the described inhibitors, this suggests a potential for clinical benefit from TNKS inhibition in lung cancer. A clear limitation of these findings is that xenograft studies in nude mice do not fully recapitulate the tumorigenic milieu of the lung, although the pilot syngeneic study presented here begins to speak to *in vivo* relevance in the tumor microenvironment. In addition, genetic knockdown of enzymes is likely to have effects distinct from pharmacological inhibition due to the alteration of protein number rather than inhibition of enzymatic activity. To address both of these points, future studies will treat cyclin E overexpressing mice [31] with next-generation TNKS inhibitors in both chemopreventative and chemotherapeutic modalities to assess their benefit as single agents or in combination to prevent or treat lung cancer.

The Wnt pathway is known to contribute to lung cancer progression [8,68] and also to metastasis [9]. In addition, the Wnt pathway is important in the maintenance and self-renewal of stem cell compartments, and has been linked to the growth of cancer stem cell populations of breast [69] and lung [70] cancers. Thus, antagonizing the Wnt pathway through TNKS inhibition may serve to overcome drug resistance in the cancer stem cell niche and thereby reduce outgrowth of these intrinsically drug-resistant cells.

A recent publication confirmed key aspects of the hypothesis presented here [71]. Distinct from our candidate-gene approach, the authors pursued an shRNA-based screen for synergistic interactions with EGFR inhibition and uncovered a similar role for TNKS inhibitors in NSCLC. However, the authors saw very little *in vivo* antineoplastic effects from *TNKS1* knockdown alone, in contrast to the significant growth effects we observed following *TNKS1* and *TNKS2* combined knockdown. We propose that this discrepancy is likely due to the ability of TNKS2 to compensate for TNKS1 in long-term knockdown, as is seen in *in vivo* xenograft studies lasting upwards of 60 days. In addition, the present work sheds additional light on the actions of the TNKS inhibitors as single agents and conclusively shows growth inhibitory effects through inhibition of the canonical Wnt pathway.

## Conclusions

We have shown here that specific components of the Wnt signaling pathway are deregulated in a murine transgenic cyclin E model of lung adenocarcinoma and in human lung cancer. Pharmacological or genetic inhibition of TNKS1 and TNKS2 antagonizes canonical Wnt signaling and reduces lung cancer proliferation *in vitro* and *in vivo*. Our findings provide evidence for TNKS1 and TNKS2 as antineoplastic targets in NSCLC. Further studies of these targets and development of small molecule inhibitors for clinical testing in lung cancer are warranted.

## Abbreviations

ABC: Activated β-catenin; AML: Acute myelogenous leukemia; ANOVA: Analysis of variance; APC: Adenomatous polyposis coli; BSA: Bovine serum albumin; Dvl: Disheveled; FBS: Fetal bovine serum; Fzd: Frizzled; GSK3: Glycogen synthase kinase-3; IACUC: Institutional Animal Care and Use Committee; IRB: Institutional review board; LEF: Lymphoid-enhancer binding factor; NSCLC: Non-small cell lung cancer; PAR: Poly-ADP-ribose; PARP: Poly-ADP-ribose polymerase; PBS: Phosphate buffered saline; qPCR: Semi-quantitative real time polymerase chain reaction; RMA: Robust multichip average; SD: Standard deviation; SDS-PAGE: Sodium dodecyl sulfate polyacrylamide gel electrophoresis; SEM: Standard error of the mean; siRNA(s): Small interfering ribonucleic acids; shRNA(s): Small hairpin ribonucleic acids; SP-C: Surfactant protein C; TBST: 0.1% Tween-20 tris buffered saline; TCF: T-cell factor; TNKS1: TRF1-interacting, ankyrin-related ADP-ribose polymerase, Tankyrase 1; TNKS2: TRF1-interacting, ankyrin-related ADP-ribose polymerase 2, Tankyrase 2; Wif-1: Wnt inhibitory factor 1.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

AMB participated in the design of the study and performed molecular and cellular biology and *in vivo* studies, interpreted the results, prepared the figures, and wrote the manuscript. KCJ performed molecular and cellular biology experiments and assisted in interpreting the results. RVS performed pathological analysis. AS assisted with *in vivo* studies. YA contributed to the overall scientific direction of the study. ED contributed to the overall scientific direction, experimental design and interpretation, and in manuscript and figure preparations. SJF directed the overall study and the preparation of the manuscript. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/13/211/prepub

## Supplementary Material

Additional file 1: Figure S1 Table containing all antibodies and dilutions, sequences for primers used to measure gene expression levels by qPCR, and siRNA and shRNA sequences used to knock-down TNKS expression levels. Click here for file

Additional file 2: Figure S2 Table reporting statistical analysis of main body figure 2 panels A, B, and C. Percent growth at each drug dosage was compared to vehicle control via ANOVA with Dunnett’s multiple comparisons post-test. Click here for file

Additional file 3: Figure S3 Figure showing washout studies for ED1 and A549 lung cancer cell lines treated with TNKS inhibitors. Click here for file

Additional file 4: Figure S4 *In vivo* syngeneic lung cancer tumor formation from injection of FVB mice with ED1 cells transduced with dual TNKS knockdown or dual control. Click here for file

# Supplementary material for: Evidence for tankyrases as antineoplastic targets in lung cancer
**Source:** BMC Cancer. 2013 Apr 28;13:211. doi: 10.1186/1471-2407-13-211
**Supplement:** Additional file 1: Figure S1 — Table containing all antibodies and dilutions, sequences for primers used to measure gene expression levels by qPCR, and siRNA and shRNA sequences used to knock-down TNKS expression levels.

## Supplemental Figure 1

### Antibodies Used in These Analyses

| Antibody Name                    | Supplier        | Catalog # | Dilution | Notes                       |
|----------------------------------|-----------------|-----------|----------|-----------------------------|
| actin C-11                       | Santa Cruz      | SC-1615   | 1:2000   |                             |
| activated $\beta$ -catenin (ABC) | Millipore       | 05-665    | 1:500    | Diluted in 1% milk in TBST  |
| axin 1                           | Cell Signaling  | C76H11    | 1:1000   |                             |
| $\beta$ -catenin                 | BD Biosciences  | 610153    | 1:2000   |                             |
| Tankyrase                        | AbCam           | ab13587   | 1:500    | Used to detect murine Tnks1 |
| Tankyrase 1                      | Santa Cruz      | SC-8708-R | 1:1000   | Used to detect human Tnks1  |
| Tankyrase 2                      | Everest Biotech | EB08220   | 1:1000   |                             |

### Real-Time PCR Primers Used in These Analyses

| Name           | Species | Forward Primer (5'-3')  | Reverse Primer (5'-3')  |
|----------------|---------|-------------------------|-------------------------|
| $\beta$ -actin | human   | GCTACGAGCTGCCTGACGG     | GATGGAGTTGAAGGTAGTTTCG  |
| GAPDH          | human   | ATGGGGAAGGTGAAGGTCG     | GGGGTCATTGATGGCAACAATA  |
| Tnks1          | human   | GCAGTACCACCAGCACAAATC   | AGGGGAGGATGGAGAGGAAG    |
| Tnks2          | human   | ATCTGCTCTGCCCTCTTGTACAA | GCTAAATCTACTCCTGGAACCTC |
| Wif1           | human   | GGTTCACGGACCTCACTGT     | AGTCACACAAAGTCCACCATTCA |
| $\beta$ -actin | mouse   | TTGTCCCCCAACTTGATGT     | GCCCTGGCTGCCTCAAC       |
| GAPDH          | mouse   | AGGTCGGGTGAACGGATTG     | TGTAGACCATGTAGTTGAGGTCA |
| Tnks1          | mouse   | GTCTACTCCGTACACCTGGC    | TGAAGAGGTACAAGTCCACCTTT |
| Tnks2          | mouse   | CGCCCGAGAAGGTGAACAG     | TTTGACCGTTCTGAAGAAGAT   |
| Wif1           | mouse   | GATTTCAGGAAGCCCAACAAGAA | GTTGGATCTGCCATGATGCCTTT |

### siRNAs Used in These Analyses

| Name    | Gene Target | Species       | Duplex Forward Oligo (5'-3') | Duplex Reverse Oligo (5'-3') |
|---------|-------------|---------------|------------------------------|------------------------------|
| Control | scrambled   | human + mouse | CGUUAUUCGCGUAUUAUACGCGUAT    | AUACGCGUAUUAUACGCGAUUAACGAC  |
| Tnks1.1 | Tnks1       | mouse         | GGAUGUUGUAGAACACUUGCUGCAG    | CUGCAGCAAGUGUUCUACAACAUCCUU  |
| Tnks1.3 | Tnks1       | mouse         | GCACGGAGCAAGAUGAAGCACTG      | CAGUGCAUUAUCUUUGCUCCGUGCUU   |
| Tnks2.3 | Tnks2       | mouse         | AGGUUAAUGCUUUGGAUAGUCUUGG    | CCAAGACUAUCCAAGCAUUAACCUUU   |
| Tnks2.5 | Tnks2       | mouse         | CGGAUGUCCA AUUACAAAGACAGA    | UCUGUCUUUGUGAAUUGGACAUCCGGU  |
| Tnks1.2 | Tnks1       | human         | GGCAAGCAAAUAAUGUAGAUUAACA    | UGUUAUUCUACAUUAUUUGCUUGCCAU  |
| Tnks1.3 | Tnks1       | human         | GCAUGUUAAGUCCUCUAGUCAUCA     | UGAUGACUAGAGGACUUUAACAUGCUG  |
| Tnks2.1 | Tnks2       | human         | AGCUCAUAAUGAUGUUGUUGAAGTA    | UACUUAACAACAUCAUUAUGAGCUUU   |
| Tnks2.2 | Tnks2       | human         | GGAACAUAAUGAUGAUGUUAUAUTT    | AAAUGUAACAUCUUAUGUUAUUAU     |

### shRNAs Used in These Analyses

| Name                  | Gene Target  | Backbone                         | TRC Identifier | Notes                                                         |
|-----------------------|--------------|----------------------------------|----------------|---------------------------------------------------------------|
| pLKO.1-CMV-Neo shCTRL | scrambled    | pLKO.1-CMV-Neo (G418 selectable) | n/a            | Scrambled sequence from SHC202 custom-cloned by Sigma Aldrich |
| Tnks1.2               | murine Tnks1 | pLKO.1-CMV-Neo (G418 selectable) | TRCN0000238900 | custom-cloned by Sigma Aldrich                                |
| Tnks1.3               | murine Tnks1 | pLKO.1-CMV-Neo (G418 selectable) | TRCN0000238901 | custom-cloned by Sigma Aldrich                                |
| TRC2 shCTRL           | scrambled    | TRC2 (puromycin selectable)      | n/a            | Sigma product SHC202                                          |
| Tnks2.1               | murine Tnks2 | TRC2 (puromycin selectable)      | TRCN0000111416 |                                                               |
| Tnks2.3               | murine Tnks2 | TRC2 (puromycin selectable)      | TRCN0000111418 |                                                               |

# Supplementary material for: Evidence for tankyrases as antineoplastic targets in lung cancer
**Source:** BMC Cancer. 2013 Apr 28;13:211. doi: 10.1186/1471-2407-13-211
**Supplement:** Additional file 2: Figure S2 — Table reporting statistical analysis of main body figure 2 panels A, B, and C. Percent growth at each drug dosage was compared to vehicle control via ANOVA with Dunnett’s multiple comparisons post-test.

## Supplemental Figure 2

|       | <u><b>ED1</b></u> |            |         |
|-------|-------------------|------------|---------|
|       | IWR-1 Exo         | IWR-1 Endo | XAV 939 |
| 100nM | n.s.              | n.s.       | n.s.    |
| 500nM | n.s.              | **         | **      |
| 1μM   | n.s.              | **         | **      |
| 5μM   | **                | **         | **      |
| 10μM  | **                | **         | **      |
| 25μM  | **                | **         | **      |
| 50μM  | **                | **         | **      |

|       | <u><b>ED1L</b></u> |            |         |
|-------|--------------------|------------|---------|
|       | IWR-1 Exo          | IWR-1 Endo | XAV 939 |
| 100nM | n.s.               | n.s.       | n.s.    |
| 500nM | n.s.               | n.s.       | n.s.    |
| 1μM   | n.s.               | *          | n.s.    |
| 5μM   | **                 | **         | n.s.    |
| 10μM  | **                 | **         | *       |
| 25μM  | **                 | **         | **      |
| 50μM  | **                 | **         | **      |

|       | <u><b>ED2</b></u> |            |         |
|-------|-------------------|------------|---------|
|       | IWR-1 Exo         | IWR-1 Endo | XAV 939 |
| 100nM | n.s.              | **         | *       |
| 500nM | n.s.              | **         | **      |
| 1μM   | n.s.              | **         | **      |
| 5μM   | **                | **         | **      |
| 10μM  | **                | **         | **      |
| 25μM  | **                | **         | **      |
| 50μM  | **                | **         | **      |

|       | <u><b>A549</b></u> |            |         |
|-------|--------------------|------------|---------|
|       | IWR-1 Exo          | IWR-1 Endo | XAV 939 |
| 100nM | n.s.               | n.s.       | n.s.    |
| 500nM | n.s.               | n.s.       | *       |
| 1μM   | n.s.               | **         | **      |
| 5μM   | n.s.               | **         | **      |
| 10μM  | **                 | **         | **      |
| 25μM  | **                 | **         | **      |
| 50μM  | **                 | **         | **      |

|       | <u><b>Hop62</b></u> |            |         |
|-------|---------------------|------------|---------|
|       | IWR-1 Exo           | IWR-1 Endo | XAV 939 |
| 100nM | n.s.                | n.s.       | n.s.    |
| 500nM | n.s.                | n.s.       | n.s.    |
| 1μM   | n.s.                | **         | n.s.    |
| 5μM   | n.s.                | **         | **      |
| 10μM  | n.s.                | **         | **      |
| 25μM  | n.s.                | **         | **      |
| 50μM  | **                  | **         | **      |

|       | <u><b>H522</b></u> |            |         |
|-------|--------------------|------------|---------|
|       | IWR-1 Exo          | IWR-1 Endo | XAV 939 |
| 100nM | n.s.               | n.s.       | n.s.    |
| 500nM | n.s.               | n.s.       | n.s.    |
| 1μM   | n.s.               | **         | n.s.    |
| 5μM   | n.s.               | **         | *       |
| 10μM  | n.s.               | **         | **      |
| 25μM  | n.s.               | **         | **      |
| 50μM  | **                 | **         | **      |

|       | <u><b>C10</b></u> |            |         |
|-------|-------------------|------------|---------|
|       | IWR-1 Exo         | IWR-1 Endo | XAV 939 |
| 100nM | n.s.              | *          | n.s.    |
| 500nM | n.s.              | **         | **      |
| 1μM   | **                | **         | **      |
| 5μM   | **                | **         | **      |
| 10μM  | **                | **         | **      |
| 25μM  | **                | **         | **      |
| 50μM  | **                | **         | **      |

|       | <u><b>BEAS2B</b></u> |            |         |
|-------|----------------------|------------|---------|
|       | IWR-1 Exo            | IWR-1 Endo | XAV 939 |
| 100nM | n.s.                 | n.s.       | n.s.    |
| 500nM | n.s.                 | n.s.       | n.s.    |
| 1μM   | n.s.                 | n.s.       | n.s.    |
| 5μM   | *                    | **         | *       |
| 10μM  | *                    | **         | *       |
| 25μM  | n.s.                 | **         | **      |
| 50μM  | **                   | **         | **      |

### Supplemental Figure 2:

Statistical analysis of figure 2 panels A, B, and C. Percent growth at each drug dosage was compared to vehicle control via ANOVA with Dunnett's multiple comparisons post-test in GraphPad InStat. (\*  $p < 0.05$ , \*\*  $p < 0.01$ )

# Supplementary material for: Evidence for tankyrases as antineoplastic targets in lung cancer
**Source:** BMC Cancer. 2013 Apr 28;13:211. doi: 10.1186/1471-2407-13-211
**Supplement:** Additional file 3: Figure S3 — Figure showing washout studies for ED1 and A549 lung cancer cell lines treated with TNKS inhibitors.

# Supplemental Figure 3

A

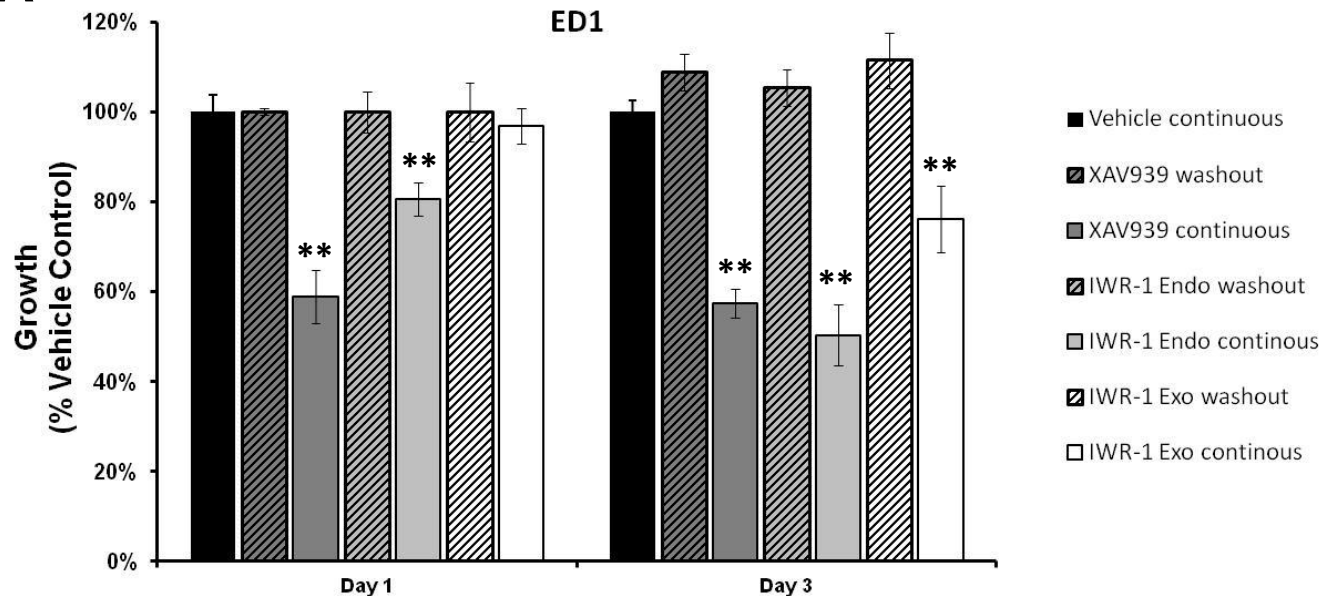

B

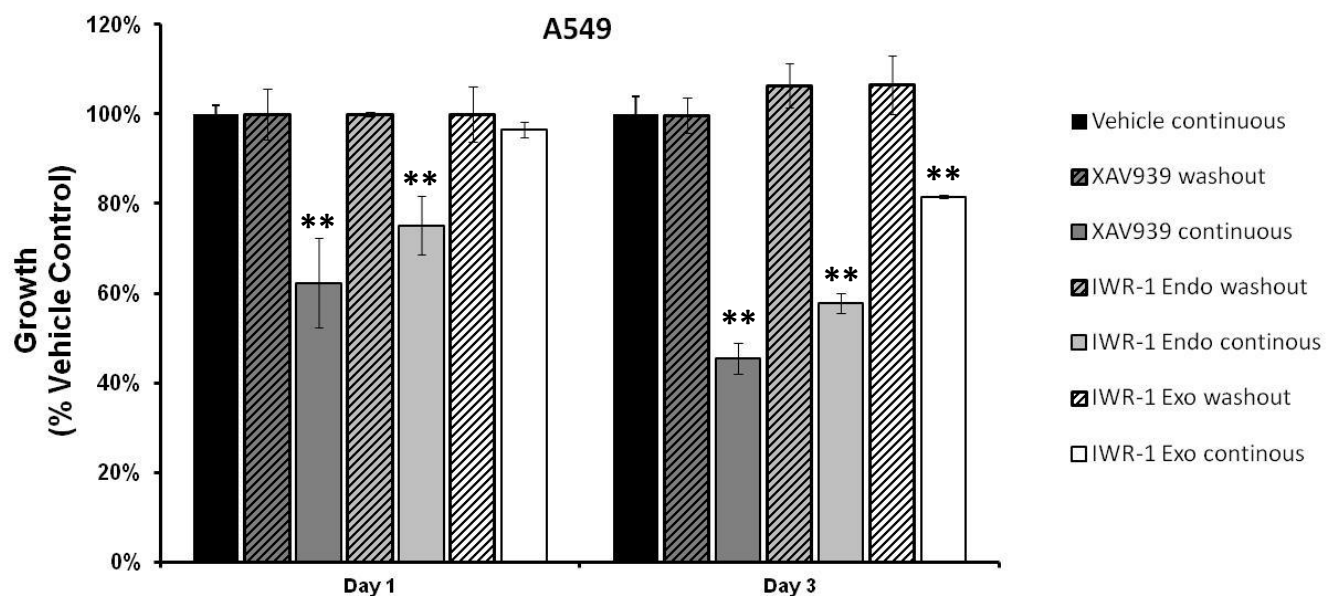

Supplemental Figure 3

(a) ED1 and (b) A549 cells were treated for 3 days with vehicle or Tnks inhibitor (10μM). This led to growth inhibition as seen in figure 2 (data not shown). Cells were then trypsinized and replated at equal cell density for another 3 day treatment with either the respective drug (continuous treatment) or washout. Cell growth was measured at days 1 and 3 by luminescent cell viability assay. Error bars represent mean +/- S.D. of two experiments in triplicate. Comparisons were made between each treatment or washout group and the continuous vehicle treatment control. (\*\*  $P < 0.01$ )

# Supplementary material for: Evidence for tankyrases as antineoplastic targets in lung cancer
**Source:** BMC Cancer. 2013 Apr 28;13:211. doi: 10.1186/1471-2407-13-211
**Supplement:** Additional file 4: Figure S4 — In vivo syngeneic lung cancer tumor formation from injection of FVB mice with ED1 cells transduced with dual TNKS knockdown or dual control.

# Supplemental Figure 4

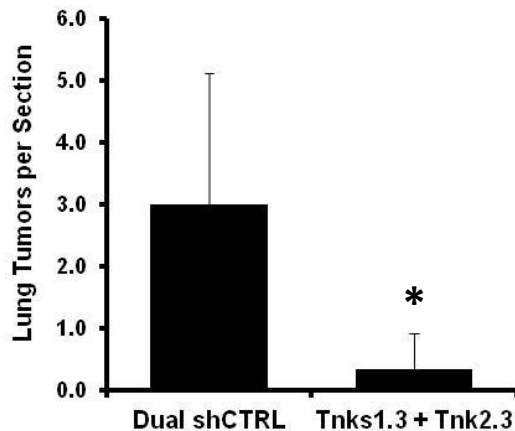

## Supplemental Figure 4

*In vivo* tumor formation from injection of syngeneic FVB mice with ED1 cells transduced with dual TNKS knockdown or dual control,  $N = 5$  and  $3$ , respectively. Error bars represent mean  $\pm$  S.D. (\*  $p < 0.05$  by one-tailed T-test)

How the deposited data were processed for this re-analysis (not part of the article)

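Gene expression was measured on 12 Affymetrix arrays, with 4 arrays of non-transgenic lung, 4 of transgenic adjacent normal lung and 4 of transgenic lung tumor. The groups and replicate numbers were taken from the sample labels and the groups of the methods. The labels name neighbouring tissue codes for tumors and adjacent normal lungs that imply 1 mouse per replicate number, whereas the paper describes 12 independent samples. Deviations from the group means correlated between tumor and adjacent normal lung of the same number by -0.03, 0.10, 0.07 and 0.11 in pairs 1 to 4, and 1 of the 4 tumors correlated best with the lung of its own number. No scan date or other batch was given in the labels. The highest correlation of any array with another was 0.9935, and no 2 arrays held the same values.

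The authors deposited 1 log2 value per probe set and array, from 1.50 to 14.51, after background correction and normalization between arrays. The paper names Robust Multichip Average and filtering in GeneSifter, and the submitters' processing notes name GCRMA without a version. The filter of the paper is not visible in the table, which held 45101 probe sets of every brightness. The table is complete for all 12 arrays and has no detection calls. The tables used here do not pair probe sets with genes, and no name was inferred from a probe set number. The Wnt list, cell type markers, pathway lists, sex-linked genes and the named genes, which had been fixed before the data were examined, were therefore not analysed here, and counts of genes became counts of probe sets. Control probe sets whose own identifier names their transcript (Gapdh, beta-actin, transferrin receptor, pyruvate carboxylase, 18S rRNA and the B1 and B2 repeats) were the only ones named.

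From the log2 values, a probe set was tested if it lay above the median of the whole table (4.18) in at least 4 arrays, which kept 23538, or 52.3% of the 45037 probe sets other than controls. limma 3.58.1 in R 4.3.3 was fitted with lmFit and eBayes over 3 groups and no block, and Benjamini-Hochberg adjusted p under 0.05 was the threshold for each comparison and for the moderated F-test. The probe sets given with values were the 2 largest increases and the 2 largest decreases among those called whose 4 tumor arrays all lay above or all below the 4 adjacent arrays, from a rule that took 10 on each side. Distances were Euclidean over the probe sets tested. For distances, the mean between groups minus the mean within groups was tested with an exact permutation test over the 35 splits of 8 arrays, one-sided. Distances over all tested probe sets replaced those over the Wnt list and were chosen after the table had been examined. Control transcripts were tested with a two-sided exact permutation test, with the arrays taken as independent, and adjusted over the 13 controls.

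The alternatives were no filter, a filter at the 75th percentile (6.47), quantile normalization again, median centring of each array, a floor at the 25th percentile (2.81), each array left out, eBayes with an intensity trend and robust fit, only the 8 arrays of a comparison, the replicate number as a block, the mouse as a random block, the unequal-variance test of 2 groups that the methods use outside the arrays, the methods' analysis of variance for the arrays, and for distances also scaled probe sets and correlation distance. Removal of tumor 2 and adjacent normal lung 3 together was added after the data were seen. The script was tested on simulated data with the real means and spreads, in which 200 of 23538 probe sets changed between tumor and adjacent normal lung in each of 10 runs. It recovered 87.6% of 4-fold, 48.8% of 2-fold, 4.8% of 1.43-fold and 0.6% of 1.30-fold changes, and 3.41% of the calls were false. These rates hold for 200 changed probe sets and are not the power of the main fit, which called 6765. In the data 35.8% of the probe sets near 1.43-fold and 8.62% of those near 1.30-fold passed limma's adjusted threshold. No experiment with cell lines, quantitative PCR or inhibitors had values in the table.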

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

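Of 51 sets of 4 arrays examined, 11 had an array farther from the other 3 than Dixon's criterion allows, where chance gives about 1 in 20. All tests of tumor 2 and adjacent normal lung 3 were chosen after these arrays had been seen to stand apart, and the test of tumor shares in tumor 2 replaced another after the value of that one had been seen.

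Tumor 2 lay between the normal lungs and the other tumors, as its principal component 1 score was 0.88 against 112.2 to 121.1 in the other tumors, its mean distance to its own group was 153.9 against 96.7 to 102.9, its mean distance to the normal lungs was 112.0 against 169.3 to 177.4, and its tumor score (mean log2 signal of probe sets higher in tumors minus that of probe sets lower) was 0.22 against 2.82 to 2.99. In the probe sets that differed at least 2-fold between tumors 1, 3 and 4 and the lungs, mixing with lung tissue would give tumor 2 one share of tumor signal, but the median share on the linear scale was 7.39% (quartiles -2.51% and 24.9%) over 1653 probe sets higher in those tumors and 54.8% (quartiles 13.9% and 77.0%) over 3163 lower ones, and although single probe sets overlapped, the medians were 47.4 percentage points apart, against at most 21.5 when tumor 1, 3 or 4 was held against the other 2, and tumor 2 lay over 1 log2 unit outside the range of the other 11 arrays in 410 probe sets, against at most 132 in another tumor. These values argue against lung tissue mixed with a tumor like the other 3 as the whole cause, and an exchange of labels with a normal lung is argued against because every normal lung was at least 1.74 times as far from tumors 1, 3 and 4 as from the other lungs. RNA degradation stays open, since the mean 3′ minus 5′ signal of the Gapdh and beta-actin controls was 0.61 in tumor 2, the highest of all arrays, although by a small margin over the 0.57 of the next, and beta-actin alone was at 0.90 there and at 0.95 and 0.97 in tumors 3 and 4. A tumor of a different type, alone or mixed with lung, may also account for the pattern and was not tested.

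Adjacent normal lung 3 was the array farthest from its group among the lungs. Its mean distance to its own group was 104.7 against 66.2 to 69.8, its mean distance to the other lungs of both groups was 105.7 against 60.6 to 66.0 in the other 3 adjacent normal lungs and 60.6 to 72.8 in non-transgenic lungs, and its middle Gapdh control was 9.01 against 10.77 to 11.09. Its 3′ and 5′ Gapdh controls were 10.87 and 10.65, near the 10.90 to 11.27 and 10.57 to 11.05 of the other adjacent normal lungs. This array lay over 1 log2 unit below all other arrays in 833 probe sets and above them in 5. Its tumor score, from a list chosen without it, was -1.10 and within the range of the other lungs (-1.65 to -1.03), which argues against tumor tissue in the sample, and other biological differences were not tested. A fault of the array or its hybridization stays open. The 18 probe sets for bacterial transcripts added to every hybridization scattered around their usual relative levels with an SD of 0.63 on this array. On the other 11 the SD was at most 0.26. But 1 probe set, for the middle of bioB, carried this (6.14 against 8.09 to 9.54). Without it the SD was 0.19, within the 0.047 to 0.24 of the others. The other middle probe set of bioB was at 8.96 on this array, within the 8.29 to 9.78 of the others. The low reading was therefore local to 1 probe set and was not a low amount of the added transcript, which does not come from the tissue. Whether such local faults account for the 833 low probe sets was not tested.

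The probe set with the second largest increase in tumors was at a log2 signal of 6.65 in tumor 2 and 9.64 to 10.15 in the other tumors, and the probe set with the largest decrease was at 7.21 in tumor 2 and 3.09 to 3.78 in the others. The probe set with the next largest decrease was at 10.14 in tumor 2 and 3.31 to 5.72 in the others. The scatter of the hybridization controls was 0.0933 on the array of non-transgenic lung 2, below the 0.134 to 0.137 of its group. The mean 3′ minus 5′ signal was 0.39 in adjacent normal lung 2 and 0.55 to 0.57 in its group.

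The paper's array results concern the Wnt pathway, and some of the control probe sets also differed between groups. The 3′ control of Gapdh, an enzyme of glycolysis, was higher in tumors than in non-transgenic lung by 1.17 log2 units (exact permutation p = 0.029, the smallest possible, adjusted p = 0.037 over 13 controls), and all 4 tumors lay above all 8 lungs. The 3′ control of 18S rRNA, a ribosomal RNA, differed between tumors and non-transgenic lung by -2.06 log2 units (exact permutation p = 0.029, adjusted p = 0.037), and all 4 tumors lay below all 8 lungs. Its middle and 5′ controls differed by -1.46 and -3.06 (exact permutation p = 0.029 and adjusted p = 0.037 each), but only 2 and 3 of the tumors lay below all lungs there. Against adjacent normal lung and with the arrays taken as independent, the 18S rRNA controls differed by -2.21 (3′), -1.42 (middle) and -2.59 (5′) (exact permutation p = 0.029, 0.086 and 0.057, adjusted p = 0.062, 0.11 and 0.093), and none passed after adjustment. The 3′ control had the smallest possible p in both comparisons, so that its adjusted p turned on how many other controls reached it. These directions held after quantile normalization and after median centring. Whether the signal of the 18S rRNA controls follows the amount of this RNA in the tissue or the preparation of the samples was not tested.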

How the results depend on the processing

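The distances over all tested probe sets with their alternatives, the removal of tumor 2 and adjacent normal lung 3 together, and the methods' analysis of variance without a filter were chosen after the data were seen. The 6765 probe sets changed between tumor and adjacent normal lung became 4069 with the stricter filter, which tests fewer probe sets, 4331 with only the 8 arrays compared, 3282 with the replicate number as a block (7182 with the mouse as a random block), 591 after adjustment with the t-test that the methods use outside the arrays and 11206 without tumor 2 and adjacent normal lung 3. With 1 array left out the count was 4476 (without tumor 3) to 10595 (without tumor 2). Of the 3282 under the block, 3236 were among the 6765. The 7652 against non-transgenic lung became 4246 with the stricter filter, 4592 with the block, 1489 with this t-test after adjustment and 12304 without both arrays. The 6734 across the 3 groups became 3884 with the stricter filter, 12131 in the analysis of variance without filter or adjustment (4750 after adjustment, and 7198 with limma and no filter) and 11509 without both arrays, and with 1 array left out 4152 (tumor 3) to 10395 (tumor 2), with 4354 without tumor 4. The 0 between the lung groups became 1 with the block, 5 without both arrays and 1305 with this t-test without adjustment. Apart from the stricter filter and the missing adjustments, the cause was not tested. The distance excess with 1 array left out was 51.9 to 96.8 for tumor against adjacent normal lung, 61.8 to 111.6 for tumor against non-transgenic lung and -0.59 (without non-transgenic lung 1) to 7.98 (without adjacent normal lung 1) between the lung groups, at most 1.08 without any 1 non-transgenic lung. Without any 1 adjacent normal lung in the first or any 1 non-transgenic lung in the second, the exact p was 0.057. The first was 107.7 without both arrays, where 3 against 3 cannot reach an exact p under 0.1. The excess between the lung groups passed the test with correlation distance (0.0031, on its own scale). With the replicate number means removed the excesses were 74.5, 84.2 and 8.80 in the same order, but only 8 splits within numbers can then be compared and p cannot fall under 0.125. The non-transgenic lungs are of other mice and share only the number. The block, here and in the counts above, can therefore rest on shared mice only for tumor against adjacent normal lung. The 4 single probe sets kept their direction in every alternative run, and 3 of them did not pass this t-test after adjustment. Gene-level alternatives, the Wnt list, tankyrase and list tests were not run because probe sets were not paired with genes here. The table gives no signal over background per probe set, so the depth of dim probe sets is unknown.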

Other observations

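Tests of the tumor score, of the Wnt share and of the control transcripts were chosen after the data were seen. Gapdh had higher means in tumors than in adjacent normal lung at all 3 of its control probe sets, by 1.18 (3′), 1.67 (middle) and 1.28 (5′) log2 units. Every tumor lay above every normal lung (exact permutation p = 0.029, the smallest possible, and adjusted p = 0.062 over the 13 controls each). None passed after adjustment, but a p at this floor can pass only if enough other controls reach it too. Against non-transgenic lung the same exact permutation p of the Gapdh controls was adjusted to 0.037. The adjustment therefore does not part the 2 comparisons for Gapdh. The tests of the controls take the arrays as independent. If the numbers pair tumor and adjacent normal lung, only 8 splits can be compared and p cannot fall under 0.125. For the 3′ probe set of Gapdh the mean was 12.23 ± 0.31 (SD, n = 4) in tumors, 11.05 ± 0.20 (SD, n = 4) in adjacent normal lung and 11.06 ± 0.23 (SD, n = 4) in non-transgenic lung. The 3′ control of beta-actin, a cytoskeletal protein, was 13.22 ± 0.03 (SD, n = 4) in tumors, 13.41 ± 0.11 (SD, n = 4) in adjacent normal lung and 13.43 ± 0.05 (SD, n = 4) in non-transgenic lung, a difference of -0.20 from adjacent normal lung that had every tumor below every lung (exact permutation p = 0.029, adjusted p = 0.062). Its middle and 5′ controls differed from adjacent normal lung by -0.30 and -0.26 (exact permutation p = 0.057 and 0.086, adjusted p = 0.093 and 0.11), with 3 and 2 of the tumors below every lung. From non-transgenic lung the beta-actin controls differed by -0.21 (3′), -0.37 (middle) and -0.38 (5′) (exact permutation p = 0.029 and adjusted p = 0.037 each). These directions held after quantile normalization and after median centring, while the exact p of the beta-actin controls against adjacent normal lung was 0.057 (3′), 0.029 (middle) and 0.029 (5′) after quantile normalization and 0.029, 0.029 and 0.057 after median centring. The paper's primer table lists both transcripts for quantitative PCR. Pyruvate carboxylase, which makes oxaloacetate from pyruvate, was 0.67 log2 units higher in tumors than in non-transgenic lung (exact permutation p = 0.029, adjusted p = 0.037) and 0.29 higher than in adjacent normal lung (exact permutation p = 0.20). The transferrin receptor control had group means of 3.62 to 3.91, under the 4.18 that a probe set had to exceed to be tested, and no difference is given for it. The B1 and B2 repeats, short interspersed elements, differed from adjacent normal lung by 0.20 and 0.08 (exact permutation p = 0.86 and 0.40).

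A shift of adjacent normal lung toward the tumor was tested with the tumor score over 1002 probe sets higher and 2446 lower in tumors than in all 8 lungs, a list blind to the 2 lung groups. The score was -1.15 ± 0.24 (SD, n = 4) in adjacent normal lung and -1.36 ± 0.25 (SD, n = 4) in non-transgenic lung, against 2.25 ± 1.35 (SD, n = 4) in tumors, and the difference of 0.20 between the lung groups did not pass the test (two-sided exact permutation p = 0.31). Non-transgenic lung 1 scored -0.99, against -1.52 to -1.43 in the rest of its group, so that the difference was larger without this lung. In the same test p was 0.086 without non-transgenic lung 1. Without adjacent normal lung 3 the difference was 0.19 and p was 0.31. With all 8 lungs, a shift of 0.20 was therefore not distinguishable from the spread between lungs, and its size depended on non-transgenic lung 1.

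The paper reports 161 of 500 Wnt probes (32%) at its threshold. Drawing 500 probe sets at random from the whole array 10000 times gave a median of 135 at the same threshold, with 95% of the draws between 116 and 155, and 0.65% of the draws reached the paper's count. From the brighter, tested probe sets the median was 198, with 95% of the draws between 178 and 220, and 100% of the draws reached it. The paper's count comes from its own processing and filter, and the draws from the deposited values, whose processing is not settled. The draws take probe sets as independent, whereas the paper's 500 probes read fewer genes, so that the ranges may be too narrow. The paper's share lay above the median drawn from the whole array and below that of its brighter probe sets, but these shares may not be comparable. Whether the term changed more often than other probe sets of like brightness stays open, since the brightness of the Wnt probes is not known here.

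The paper gives folds of 1.30 and 1.43 for the tankyrases against adjacent normal lung. Over all tested probe sets, 25.3% had a rise of at least 1.30-fold in tumors and 17.9% at least 1.43-fold. Of the probe sets whose change in either direction lay within 0.05 log2 units of these folds, 8.62% of 2297 passed limma's adjusted threshold at 1.30-fold and 35.8% of 1778 at 1.43-fold, and without tumor 2 these shares were 26.4% and 62.9%. Which probe sets read the tankyrases was not analysed here. The paper's array threshold was an analysis of variance at 0.05 with no adjustment named, and it also measured the tankyrases by quantitative PCR. These shares at an adjusted threshold therefore do not show whether the tankyrases would pass the paper's own test.

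Other splits of the arrays were refitted, as planned before the data were examined. With the arrays taken as independent, as the paper describes them, the splits argue against chance alone for the 6765 probe sets of tumor against adjacent normal lung. Only 1 of 35 splits, the real one, gave as many probe sets, which is the smallest share that 4 arrays against 4 allow. The highest other, with tumor 2 beside adjacent normal lungs 1, 2 and 4, gave 4087. If the numbers pair tumor and lung of the same mouse, as the labels imply, only 8 splits part all 4 pairs, the highest other of these gave 9, and 8 splits are too few for a share under 0.05. The splits also argue against chance alone for the 7652 of tumor against non-transgenic lung (1 of 35 splits, again the smallest share possible, highest other 2009). With the arrays taken as independent, they do so for the 6734 across the 3 groups (1 of 100 splits drawn, highest other 1776). Between the lung groups all 35 splits gave at least the real count of 0, as any split must, so that they say nothing about chance there; the highest other was 0.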
